A study of Mus musculus with 4 samples. Its data were reported in "The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing" (2022).

How the data were processed

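RNA sequencing measured polyadenylated transcripts of whole mouse embryos of the ICR strain in 4 libraries. There was 1 wild-type library at embryonic day 7.5 (E7.5 WT), 1 wild-type library at embryonic day 8.5 (E8.5 WT), and 2 libraries of Ddx6 knockout embryos at embryonic day 8.5 (KO1 and KO2, replicates 1 and 2 of the labels). Groups were taken from the sample labels. According to the study's text, the KO libraries were pools of embryos that differed in morphological stage, and KO2 held embryos from before head-fold formation alone. For the E8.5 embryos the study used extraembryonic tissue or yolk sac for genotyping. How much of these tissues stayed in each library was not stated.

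The authors deposited a table of raw counts per gene with no normalization. Per the authors' methods, reads were trimmed with Cutadapt, aligned to the mm10 mouse genome with HISAT2 and counted over exons, strand-specifically, with featureCounts. The table held 24421 genes, of which 18427 had at least 1 count. Total counts were 12095555 in E7.5 WT, 12562640 in E8.5 WT, 8198402 in KO1 and 12008252 in KO2.

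Counts were normalized with the trimmed mean of M-values (TMM) in edgeR 4.0.16 under R 4.3.3, with factors of 0.983, 0.978, 1.02 and 1.01 in the same order. Genes with at least 10 counts in at least 1 library were kept, which left 14393. Log2 changes were differences of log2 CPM, the count scaled to a common library total, with a prior count of 2. A gene was called changed when the log2 change was above 1 or below -1, the criterion of the authors' methods, and calls against E8.5 WT were required in both KO libraries. These calls carry no p-value, since each WT stage had 1 library.

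The precision of a change between 2 libraries was given as an exact Clopper-Pearson 95% binomial interval of a gene's reads, scaled by the normalization factors. A count of 3 was taken as the floor, and a fold against a library at or under it was computed against the floor and written as at least that fold. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

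Two-sided quasi-likelihood F-tests (edgeR) with Benjamini-Hochberg adjustment compared the KO libraries with E8.5 WT, and with both WT libraries as 1 group. In the first, the spread came from the KO libraries alone. Adjustment over each gene list alone was added. DESeq2 1.42.0 was the alternative test.

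Gene lists were fixed before the data were examined, as were the comparisons, the edgeR and DESeq2 tests and the alternatives. Some tests of explanations were chosen after the result was seen, and these are named with the other observations. There were 23 lists, each of which is named with its result in the report. The study named or plotted 8 of them from these same libraries, so their results are not independent of the study's choice. A further list came from embryonic stem (ES) cell libraries not used here, and the rest were compiled for the present work. Genes of a list under the count minimum were left out of its median. Each median was placed among those of 10000 random lists of the same size, matched on mean expression in 20 bins. Its percentile is a position, not a p-value. The genes named are Ddx6, genes of these lists, and the 10 highest and 10 lowest by the smallest change among genes called in both KO libraries or against both WT stages. Adm, Cyp11a1, Psg22, Psg29 and Rpl29 fall outside this rule and were chosen after their values were seen. Values of some single genes that meet these rules are not reported here.

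Changes that share the E8.5 WT library are correlated by construction. The values expected from this were obtained from 100 simulated sets of 4 unchanged libraries at each of 2 biological coefficients of variation. The first was 0.2 and the second 0.277, the value edgeR estimated from the KO libraries. The simulated share of called genes that also differ between the WT stages was added after the data were seen. The pipeline was also tested on simulated data in which 200 genes were changed by 3 on the log2 scale at a coefficient of 0.2. The threshold rule recovered 200 and called 104 other genes. The tests recovered 199 and 200 and called 6 and 11 others. The changed genes were drawn only from those with an expected mean above 50 counts. The setting was thus easier than the data, and these numbers do not give the power of the tests here.

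Gene positions came from the GENCODE annotation of the GRCm38 assembly, which is the assembly of mm10. Of the genes in the table, 24027 (98.4%) were matched, 651 of them by an older symbol. For microRNA (miRNA) sites, log2 changes of 10663 genes with a mean of at least 50 counts and an annotated 3′ UTR were regressed on the presence of each of 16228 words of 7 bases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

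Alternatives were DESeq2 size factors, plain CPM, no filter, a minimum of 50 counts, a smaller prior count, a threshold of 2, and leaving out each KO library. No gene ontology analysis was made, since no ontology annotation was used here.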

Results

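Transcript levels of whole mouse embryos lacking Ddx6, which encodes an RNA helicase that acts in mRNA decay and translational repression, were compared with those of wild-type embryos. There was 1 E7.5 WT library, 1 E8.5 WT library and 2 E8.5 KO libraries. Total counts ranged from 8198402 in KO1 to 12562640 in E8.5 WT, and between 16511 and 17112 genes had a count. The 10 genes with the most reads took between 5.58% and 6.01% of a library. Since each WT stage had 1 library, differences from WT could be set only against the spread between the KO libraries.

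The first comparison asked whether Ddx6 transcripts were reduced in the KO libraries. Ddx6 (chromosome 9, 44604892 to 44640731, plus strand, GRCm38) had 2943 reads in E7.5 WT, 5715 in E8.5 WT, 706 in KO1 and 929 in KO2. The mean log2 change against E8.5 WT was -2.54 ± 0.10 (SD, n = 2). The level was 5.53-fold lower in KO1 (95% interval of the log2 change -2.58 to -2.35) and 6.10-fold lower in KO2 (-2.71 to -2.51). Against E7.5 WT the log2 changes were -1.56 and -1.70. The edgeR test against E8.5 WT gave an unadjusted p of 3.94e-05 and an adjusted p of 0.193. With DESeq2 the adjusted p was 2.33e-28. Reads remained in both KO libraries, and the counts per gene did not show which exons they came from. The study made the KO allele by deleting an exon, so a count over the whole gene need not vanish.

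The second comparison asked which genes differed between KO and stage-matched WT embryos. In KO1, 716 genes were higher and 476 lower than in E8.5 WT, which was 8.28% of the genes kept. In KO2, 1354 were higher and 850 lower (15.3%). Both KO libraries had 495 genes higher and 257 lower, and 26 genes changed in opposite directions. Of the 495, E8.5 WT had at most 3 reads for 126, and both KO libraries had at most 3 for 37 of the 257. Unchanged libraries simulated around the same single WT library gave on average 67.1 higher and 43.5 lower genes at a coefficient of variation of 0.2. At 0.277 they gave 227 and 149, with highest counts of 263 and 179. The observed counts were above those of every simulated set, but part of the genes would be called without any change. A threshold of 2 gave the largest change as a ratio, with 54 higher and 51 lower, and leaving out KO1 the largest as a number, with 1354 and 850. Under plain CPM the median change of all genes was 0.06 in KO1 and 0.05 in KO2 against E8.5 WT. Against E7.5 WT it was 0.11 in KO2, where TMM gave 0.07.

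Among genes called in both KO libraries, Alox15 (chromosome 11, 70344152 to 70352031) had the highest minimum change, with 76 reads in E8.5 WT, 661 in KO1 and 892 in KO2. Its mean log2 change was 3.58 ± 0.07 (SD, n = 2), a 12.7-fold and an 11.8-fold rise. The others of the 10 highest were Slc17a7, Aldh1l1, Alox12e, Serpinb9b, Rhox6, 2810047C21Rik1, Hspa1a, Pdyn and Lrrc38. Of these, Slc17a7, Alox12e, 2810047C21Rik1, Pdyn and Lrrc38 had at most 3 reads in E8.5 WT. The lowest were the embryonic globin genes Hba-x and Hbb-bh1. Hba-x (chromosome 11, 32276400 to 32278116) had 1221 reads in E8.5 WT, 1 in KO1 and 0 in KO2, and was at least 278-fold and 404-fold lower. Hbb-bh1 (chromosome 7, 103841637 to 103843164) had 1579 reads in E8.5 WT and 3 in each KO library, at least 360-fold and 522-fold lower. Others of the 10 lowest included Mybpc3, Hbb-y, 5430431A17Rik, Hoxa7, Hoxc9, Actc1 and Hoxa9.

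The edgeR test of the KO libraries against E8.5 WT called 0 of 14393 genes after adjustment. At an unadjusted p under 0.05 there were 1039 genes, 616 of them higher in the KO libraries, where chance alone gives about 720. The smallest adjusted p was 0.0719, for Hbb-bh1, which was lower in 2 of 2 KO libraries. DESeq2 called 34 genes, 17 in each direction, and gave no adjusted p for 1676. Adjusted over the list alone, 5 primitive erythroid genes (among them Hba-x, Hbb-bh1, Hbb-y and Klf1) and 5 visceral endoderm markers (Apoa1, Apob, Apom, Rbp4 and Ttr) passed. So did 4 cardiac muscle genes (Actc1, Myh7, Myl4 and Tnnc1) and 2 Hox genes (Hoxa7 and Hoxa9), all of them lower in both KO libraries. The other lists, including those the study chose from these libraries, had 0 genes past the adjusted threshold over the list alone in this test.

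The third comparison asked which differences exceeded a day of wild-type development. In both KO libraries, 108 genes were above both WT libraries and 52 were below both. Simulated unchanged libraries gave on average 3.92 and 6.11 at a coefficient of 0.2, and 16.9 and 21.4 at 0.277. For 25 of the 108 genes E8.5 WT had at most 3 reads. The 10 highest included Spon2, Fut2, Adra2b, H2-DMb1, Vipr2, Epha3, Itih2, 1700028P14Rik and Ulbp1. Adra2b (chromosome 2, 127363208 to 127367221) had 52 and 47 reads in E7.5 WT and E8.5 WT, 179 in KO1 and 501 in KO2. Spon2 (chromosome 5, 33198184 to 33218455) had 12 reads in each WT library, 72 in KO1 and 76 in KO2. The 10 lowest were Hbb-bh1, S100g, Synpo2l, Lincenc1, Gata1, Fga, Fgg, A3galt2, Apoa2 and Gfi1b. Gata1 (chromosome X, 7959260 to 7978071) had 205 reads in E7.5 WT, 65 in E8.5 WT, 5 in KO1 and 12 in KO2. S100g (chromosome X, 162961992 to 162964599) had 314, 451, 39 and 54 reads. The edgeR test of KO against both WT libraries called 0 genes, with 565 at an unadjusted p under 0.05, fewer than chance gives. The smallest adjusted p was 0.900, for S100g, with a lower level in 2 of 2 KO libraries. DESeq2 called 32, of which 12 were higher and 20 lower, and 14 were also called against E8.5 WT. Adjusted over the list alone, edgeR called 4 visceral endoderm markers (Apoa1, Apom, Rbp4 and Ttr) and 2 genes of the ES cell list of BMP negative regulators (Bmper and Sorl1).

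The fourth comparison asked how far the KO libraries had moved from E8.5 WT toward E7.5 WT. Between the WT stages, 1125 genes were higher in E7.5 WT and 1759 lower. Of the 495 genes higher in both KO libraries, 268 (54.1%) were also higher in E7.5 WT than in E8.5 WT. Of the 257 lower genes, 178 (69.3%) were also lower in E7.5 WT. Simulated unchanged libraries, which share E8.5 WT in the same way, gave on average 51.8% and 31.6% at a coefficient of 0.277, with highest shares of 57.6% and 39.3%. At 0.2 they gave 48.9% and 29.3%, with highest shares of 62.9% and 48.1%. The share of the higher genes was thus within the simulated range, and that of the lower genes was above it. The simulated WT stages did not differ either, so these shares describe calls made by noise alone. Of all genes kept, 7.82% were higher in E7.5 WT than in E8.5 WT and 12.2% were lower. Across genes, which are not independent replicates, the change in KO1 correlated with the stage change with r = 0.33 and that in KO2 with r = 0.66. The simulated libraries gave 0.49 and 0.50 at either coefficient of variation. The value of KO2 was above the highest simulated value of 0.52, and that of KO1 below the lowest of 0.47. No simulated set held a true difference between the WT stages, which the data may hold. The simulated range is thus not the range expected without delay, and neither position decides on delay. The changes in KO1 and KO2 correlated with r = 0.57, against 0.49 in simulated sets.

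The fifth comparison set the KO libraries against each other. KO2 had 862 genes higher and 704 lower than KO1, 1566 in all. Simulated replicates gave on average 588 at a coefficient of 0.2 and 1526 at 0.277, the coefficient fitted to these same libraries. Against E8.5 WT, 1426 genes changed in KO2 but not in KO1, and 414 in KO1 but not in KO2. Each value below is therefore given per KO library, and their spread was often as large as the change.

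**Figure D1:**
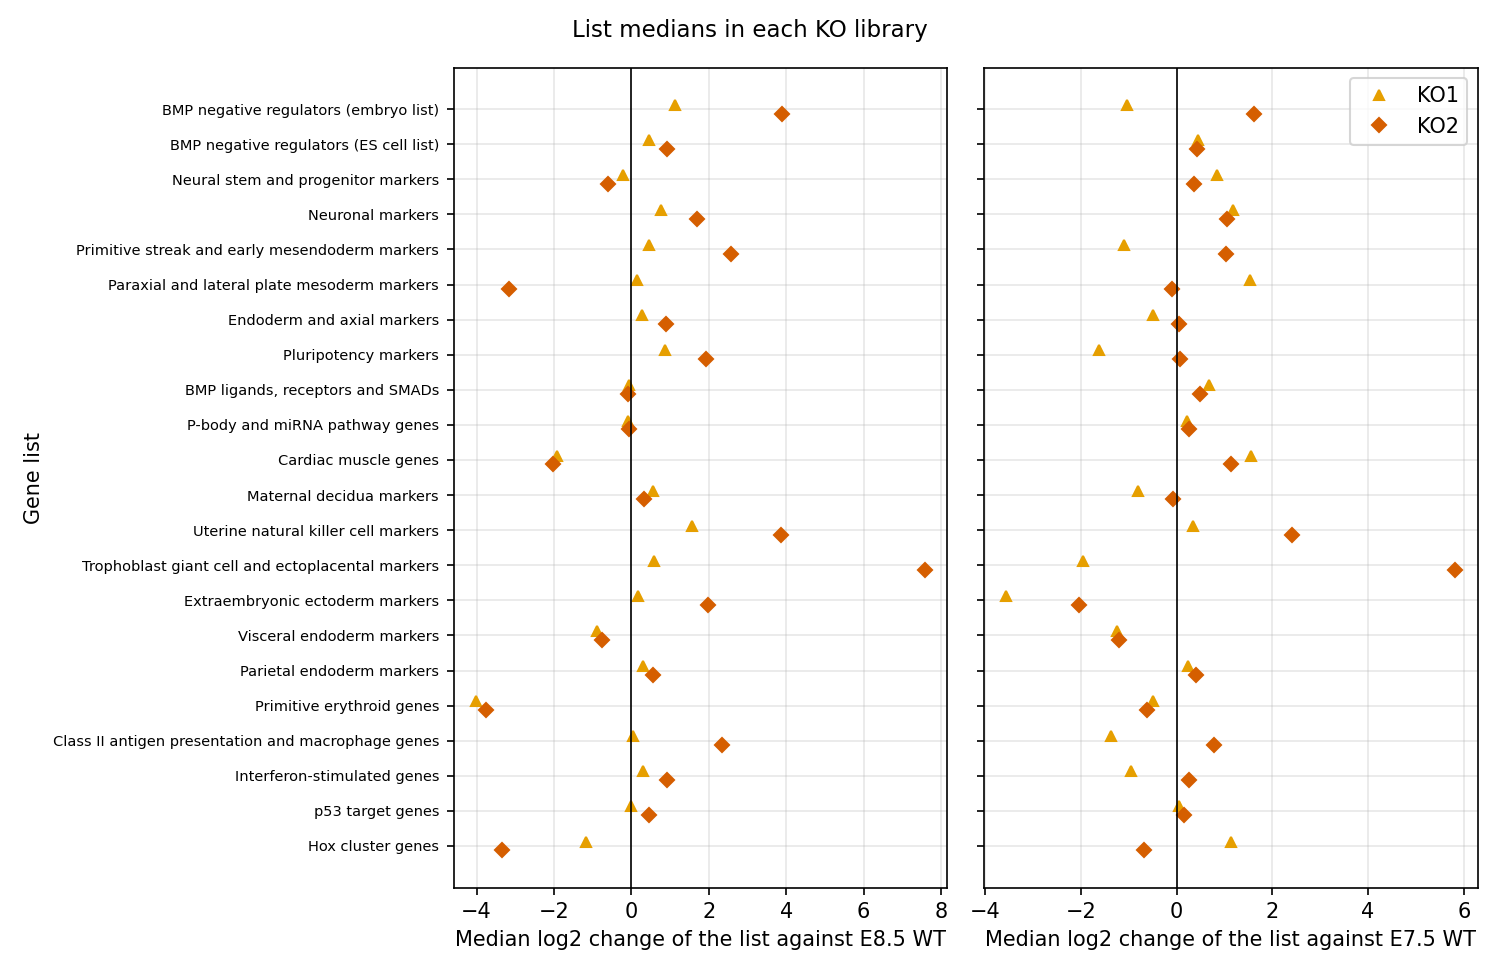
Median log2 change of each gene list (rows) in KO1 (triangles) and KO2 (diamonds) against E8.5 WT (left) and E7.5 WT (right). For the embryo list of BMP negative regulators both libraries lie above 0 against E8.5 WT (1.12 and 3.89), but on either side of 0 against E7.5 WT (-1.03 and 1.62).

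BMP negative regulators were examined because the study asked whether loss of DDX6 raises inhibitors of BMP signaling. Of the 15 genes in the embryo list, which the study named from these libraries, Hpgd and Mir382 were under the count minimum. The median of the other 13 against E8.5 WT was 1.12 in KO1 and 3.89 in KO2, a mean of 2.51 ± 1.96 (SD, n = 2). Both were at percentile 100 of random lists. With genes at their bound the medians were 1.09 and 3.89. Against E7.5 WT the medians were -1.03 in KO1 (percentile 0.01) and 1.62 in KO2 (percentile 99.99), or -0.68 and 1.70 at the bound. Genes past the threshold in both KO libraries included Cer1, Chrd, Htra1, Tmprss6, Xdh, Fgf5 and Nanog, and none went down past it. Cer1 (chromosome 4, 82881751 to 82885148) had 835 reads in E7.5 WT, 135 in E8.5 WT, 202 in KO1 and 2021 in KO2. Chrd (chromosome 16, 20733127 to 20742384) had 345, 77, 151 and 541 reads. Counting intervals against E8.5 WT lay above 0 for 7 genes in KO1 and 12 in KO2, and for 6 in both. Noggin (Nog) had 50, 97, 119 and 112 reads, with changes of 0.83 and 0.22 against E8.5 WT. The edgeR test gave 0 genes of this list an adjusted p under the threshold, over all genes or over the list alone. Adjustment over the list alone is not independent evidence. The DESeq2 test, over all genes, called Nanog of this list against E8.5 WT (adjusted p 0.0244).

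The list of BMP negative regulators that the study took from ES cells had medians of 0.46 in KO1 (percentile 99.79) and 0.92 in KO2 (percentile 99.99) against E8.5 WT. Against E7.5 WT they were 0.45 and 0.43. Genes higher in both KO libraries included Htra1, Bmper and Nbl1, and Grem1 was lower. Of the 13 genes, 2 are also on the embryo list, Htra1 among them. Bmper (chromosome 9, 23223076 to 23485200) had 89, 98, 199 and 358 reads and was above both WT stages, by 1.55 and 1.86 against E8.5 WT and 1.64 and 1.95 against E7.5 WT. BMP ligands, receptors and SMADs had medians of -0.05 and -0.09 against E8.5 WT, with 0 genes past the threshold in both KO libraries. Bmp4 changed by 0.67 in KO1 and -0.37 in KO2. P-body and miRNA pathway genes had medians of -0.07 in each KO library, and 0 of 21 genes passed the threshold.

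Markers of germ layers that the study plotted from these libraries addressed which lineages formed. Primitive streak and early mesendoderm markers had medians against E8.5 WT of 0.45 in KO1 (percentile 99.38) and 2.58 in KO2 (percentile 100). Against E7.5 WT the medians were -1.10 and 1.02. Nodal and Wnt3 were past the threshold in both KO libraries. Nodal (chromosome 10, 61417972 to 61425338) had 50 reads in E7.5 WT, 23 in E8.5 WT, 37 in KO1 and 155 in KO2. Eomes (chromosome 9, 118478212 to 118486132) had 1333, 64, 77 and 3128 reads, a change of 0.80 in KO1 and 5.58 in KO2 against E8.5 WT. Brachyury (T) had 3864, 934, 829 and 1485 reads. Paraxial and lateral plate mesoderm markers had medians of 0.15 in KO1 and -3.16 in KO2 against E8.5 WT, so that the mean of -1.51 rested on KO2. Against E7.5 WT they were 1.54 and -0.10. Nkx2-5 was lower in both KO libraries, with 188 reads in E8.5 WT, 33 in KO1 and 10 in KO2. Meox1 had 390, 235 and 6 reads in the same order, and Aldh1a2 had 1723, 1385 and 78. After normalization Meox1 changed by -0.18 in KO1 and -5.57 in KO2, and Aldh1a2 by 0.23 and -4.42. Endoderm and axial markers had medians of 0.29 and 0.90 against E8.5 WT. Among these, Shh changed by 0.24 in KO1 and -2.73 in KO2. Pluripotency markers had medians of 0.87 and 1.92 against E8.5 WT, and of -1.62 and 0.07 against E7.5 WT. Pou5f1 had 3790, 693, 867 and 4085 reads in E7.5 WT, E8.5 WT, KO1 and KO2.

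Neural stem and progenitor markers had medians of -0.23 in KO1 and -0.61 in KO2 against E8.5 WT, over the 12 genes with enough counts. Against E7.5 WT the medians were 0.85 in KO1 (percentile 99.91) and 0.37 in KO2 (percentile 92.27). Sox1, Sox10 and Pax6 were lower in both KO libraries than in E8.5 WT. Sox1 (chromosome 8, 12395295 to 12400126) had 533 reads in E8.5 WT, 178 in KO1 and 42 in KO2. Neuronal markers had medians of 0.75 (percentile 99.55) and 1.70 (percentile 100), and 1.19 and 1.06 against E7.5 WT, with Neurod1 and Tbr1 too low. Dcx, Gad2, Penk and Slc17a7 were higher in both KO libraries, each with at most 13 reads in E8.5 WT. Tubb3, with 396 reads in E8.5 WT, rose by 1.06 and 0.72.

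Cardiac muscle genes had medians of -1.92 in KO1 and -2.03 in KO2 against E8.5 WT, a mean of -1.98 ± 0.07 (SD, n = 2), and of 1.55 and 1.14 against E7.5 WT. Myh6, Myh7, Myl3, Myl4, Tnnc1, Actc1 and Ttn were lower in both, and Tnni1 was higher in KO1 and lower in KO2 (1.13 and -1.11). Hox cluster genes had medians of -1.18 and -3.34, or -1.18 and -3.18 at the bound, with 15 genes lower in both KO libraries and 0 higher. Against E7.5 WT the Hox medians were 1.14 and -0.68. Primitive erythroid genes had medians of -4.01 and -3.75, or -3.09 and -3.76 at the bound, and 15 and 51 summed reads in KO1 and KO2. The sums were 169 in E7.5 WT and 3012 in E8.5 WT. Visceral endoderm markers had medians of -0.89 and -0.75 against E8.5 WT and of -1.24 and -1.20 against E7.5 WT, all at percentile 0. Apoa1 (chromosome 9, 46228580 to 46230466) had 12148, 6739, 1302 and 2002 reads. Parietal endoderm markers had medians of 0.29 and 0.55 against E8.5 WT. p53 target genes had medians of -0.02 and 0.44, and interferon-stimulated genes 0.31 and 0.93, or 0.00 and 0.93 at the bound. Of the latter list, Oas1a was past the threshold in both KO libraries, with 3, 7 and 31 reads in E8.5 WT, KO1 and KO2.

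Markers of other tissues were measured in the same libraries. Trophoblast giant cell and ectoplacental markers had medians of 0.59 in KO1 and 7.58 in KO2 against E8.5 WT, or 0.48 and 7.51 at the bound. Prl3d1 (chromosome 13, 27094190 to 27100258) had 27 reads in E7.5 WT, 1 in E8.5 WT, 3 in KO1 and 4156 in KO2. Extraembryonic ectoderm markers had medians of 0.16 and 1.98 against E8.5 WT, or 0.00 and 2.24 at the bound, and of -3.56 and -2.03 against E7.5 WT. Maternal decidua markers had medians of 0.56 and 0.32 against E8.5 WT, and Prl8a2 was higher in both KO libraries, with 1318, 26, 64 and 1433 reads. Uterine natural killer cell markers had medians of 1.57 and 3.87, or 0.96 and 3.33 at the bound, and summed to 36, 5, 28 and 258 reads in E7.5 WT, E8.5 WT, KO1 and KO2. Class II antigen presentation and macrophage genes had medians of 0.03 and 2.35, or 0.04 and 2.65 at the bound. Among sex-linked genes, Xist had 46, 17, 15 and 17340 reads. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had 1100, 2179, 1584 and 0 reads, and the 0 allows up to 0.139% of the E8.5 WT level. The median of the 5 sex-linked genes was 0.16 in KO1 and -7.74 in KO2 against E8.5 WT, or -7.27 at the bound in KO2.

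**Figure D2:**
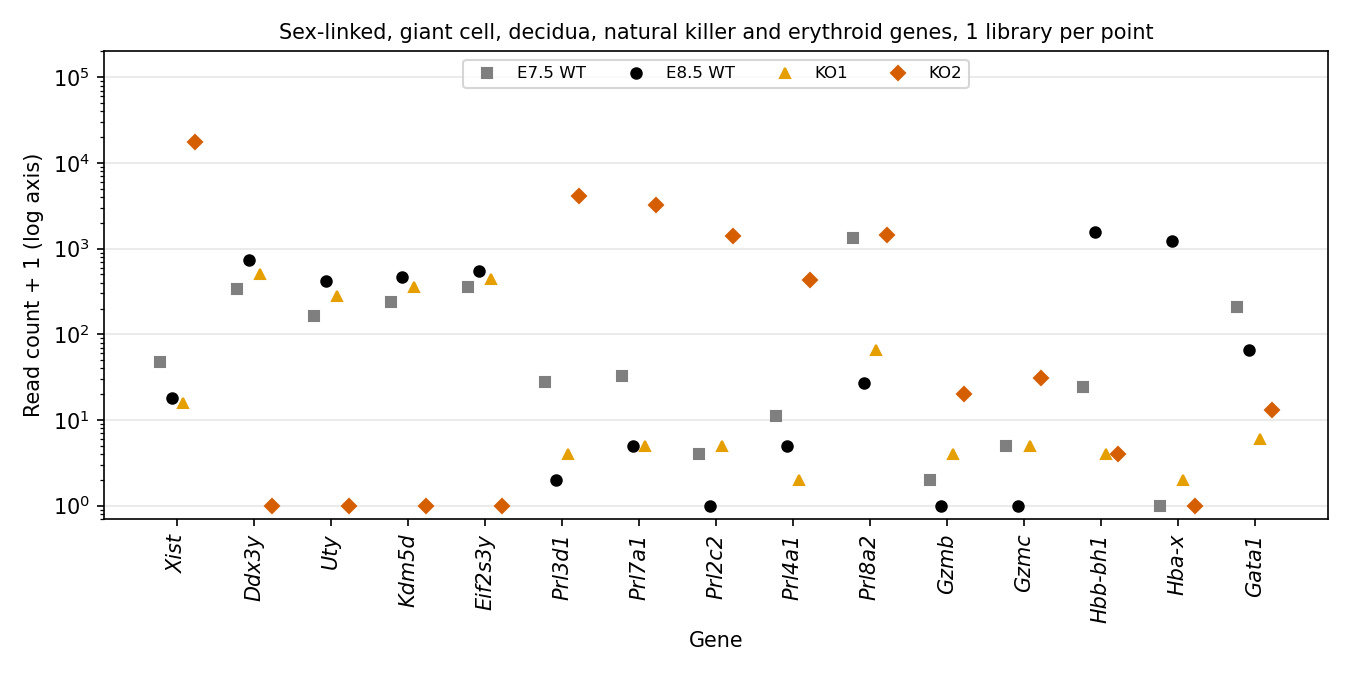
Read counts plus 1 (log axis) of sex-linked, giant cell, decidua, natural killer and erythroid genes, with 1 point per library. Xist and Prl3d1 are highest in KO2 (17340 and 4156 reads), and the 4 Y-linked genes have 0 reads there.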

Values the study reported

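The study genotyped litters from crosses of heterozygous mice. It counted 21 homozygous mutants among 164 embryos at E7.5 (12.8%) and 41 among 267 at E8.5 (15.4%). No homozygous mutant was recovered at E11.5 among 25 embryos. For the embryo libraries, the study called genes with a log2 fold change above 1 or below -1. The authors judged the libraries too variable for statistical testing and used them as a guide for later experiments. Those included qRT-PCR on separately prepared KO embryos, which the study described as matching the sequencing, and in situ hybridization for Nodal and Eomes. In conditional knockout embryos the study reported higher Nodal, Eomes and several BMP negative regulators by qRT-PCR. The explanations left open below were judged on the sequenced embryo libraries alone.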

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

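Of 190 values computed under alternatives chosen before the data were examined, 161 stayed within a limit and 29 moved further. The limit was the spread (SD) between the KO libraries or, for counts, 1.5 times. Leaving out 1 of 2 libraries always moves their mean by less than their SD. List medians, the Ddx6 change and the correlation thus could not pass the limit without a KO library, and those values decide nothing. No alternative was added later. A minimum of 50 counts left 259 genes higher and 130 lower in both KO libraries than in E8.5 WT, 53 above and 34 below both WT libraries, and 889 that differed between the KO libraries. All of these were among the genes of the reported calls, since fewer genes entered. A threshold of 2 left 54, 51, 3, 7 and 447 in the same order. DESeq2 size factors, plain CPM, no filter and the smaller prior count kept these counts within 1.5 times.

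Requiring 1 KO library in place of both gave from 716 (without KO2) to 1354 (without KO1) higher genes and from 476 to 850 lower ones. Above both WT libraries it gave from 271 (without KO2) to 528 (without KO1) genes, and below both from 172 (without KO1) to 197 (without KO2). The requirement itself accounts for the larger counts.

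The edgeR test against E8.5 WT called 0 genes (1039 at an unadjusted p under 0.05). It called 7 without the filter (Hbb-bh1, Hba-x, Ddx6, Alox15, Apoa1, Actc1 and Rpl29), and the cause was not tested. It called 0 with a minimum of 50 counts, with DESeq2 size factors in the edgeR fit, and with all 4 libraries in the fit. Over these edgeR alternatives the smallest adjusted p was 0.000277. The DESeq2 test called 34 genes there and 32 against both WT libraries, where edgeR called 0 (565 at an unadjusted p under 0.05) under each alternative. The cause of the difference between the tools was not tested. With 1 or 2 residual degrees of freedom neither result is firm.

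Ddx6 stayed between -2.61 and -2.47 over its alternatives. The list medians recomputed kept their sign except 2 that changed on leaving out KO2, those of mesoderm markers (0.15 without it) and p53 target genes (-0.02). The sex-linked list was not recomputed under the other alternatives, and its mean of -3.79 becomes 0.16 without KO2. The mean median of the embryo list of BMP negative regulators was 2.51, but 1.12 without KO2 and 3.89 without KO1. For primitive streak markers the mean of 1.52 became 0.45 without KO2 and 2.58 without KO1. The mean correlation with the stage change was 0.49, with 0.33 without KO2 and 0.66 without KO1. Among the other lists, 9 of 114 values moved further than the spread between the KO libraries, which values without a KO library could not do. The giant cell mean of 4.08 became 0.59 without KO2 and 7.58 without KO1. The class II mean of 1.19 became 0.03 without KO2 and 2.35 without KO1. The primitive erythroid mean of -3.88 became -7.16 with the smaller prior count and -5.67 with a minimum of 50 counts, and the natural killer mean of 2.72 became 5.81 with the smaller prior count.

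No paired analysis was possible because the groups share fewer than 2 replicate numbers. The test against both WT libraries was not run without a KO library, since 1 KO library would remain. The depth limits genes with at most 3 reads in E8.5 WT, which were 126 of the 495 higher genes, to lower bounds.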

Other observations

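The tests of delay in each KO library separately, of giant cell RNA, of maternal RNA in each KO library, of a stage younger than E7.5 WT, of delay for the interferon-stimulated genes, of extraembryonic ectoderm in KO2 separately, and of the erythroid genes were chosen only after the result was seen, and the others before it. There were 25 tests of explanations in all, and all ran on the data that gave the patterns. Several were also tried in a second form once their values were known. Both forms are given below, and a change of form is named where it was made.

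The embryo list of BMP negative regulators was higher in both KO libraries than in E8.5 WT. Normalization does not account for it, since the lowest mean median under other scalings was 2.50. Low counts cannot be excluded for the whole list, because 6 of the 13 genes had counting intervals above 0 in both KO libraries, fewer than most. Counted per library the number was 7 in KO1 and 12 in KO2, so the rise in KO2 exceeded counting error for nearly the whole list.

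Developmental delay was tested first for both KO libraries together, and 1 of them had a list median at or below 0 against E7.5 WT, so the planned test was met in neither direction. The libraries were then taken apart. In KO1 the median against E7.5 WT was -1.03, so delay toward E7.5 may account for the rise there. In KO2 it was 1.62, above 99.99% of random lists, and delay to the E7.5 state cannot by itself account for it. A difference between the pools in tissue composition, embryo stage or sex, or an effect of the genotype, stays open for KO2.

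RNA from trophoblast giant cells is a candidate source of part of the rise in KO2. The summed giant cell markers were 27.7-fold higher in KO2 than in KO1, and 13.2-fold higher than in E7.5 WT. The prolactin genes on the giant cell list that were above the count minimum (Prl3d1, Prl2c2, Prl4a1 and Prl7a1) together had 72 reads in E7.5 WT, 9 in E8.5 WT, 12 in KO1 and 9180 in KO2. Psg29, Psg22, Adm and Cyp11a1, chosen after their values were seen, had 1700, 493, 1546 and 1213 reads in KO2 and 4, 0, 5 and 15 in KO1. Of the BMP list, 7 genes were over 2 higher in KO2 than in KO1 (among them Cer1, Chrdl2, Lgals9, Xdh and Fgf5), and without them the median in KO2 was still 2.89. Which of them giant cells express was not tested, so the share they brought cannot be told apart from a change in the embryo. In KO1, if giant cells brought the whole rise of KO2, their markers would carry 27.9% of the excess of the list. With the E8.5 WT level of the markers subtracted, a form tried after the first value was seen, it was 9.90%. The limit set for excluding this source was 10%, so the first form leaves a part open, and neither form covers the excess.

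RNA from maternal decidua and its immune cells was tested for both KO libraries together by summed decidua markers, and 1 of the KO libraries (KO2) was above both WT libraries. In KO2 these markers were 1.05 times the E7.5 WT level, while natural killer markers summed to 258 reads against 36. These point different ways, so maternal RNA in KO2 cannot be told apart from other sources. KO1 had 15 Xist reads, at most 0.207% of the KO2 level. At that limit the list genes would have to make up 3% of maternal RNA to carry the excess in KO1, which the data do not exclude. Hoxa10 and Hoxa11 of the decidua list are also expressed by the embryo and are on the Hox list.

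Primitive streak genes, with Nodal and Eomes, were also higher against E8.5 WT. In the planned test of developmental delay 1 of the KO libraries had a median at or below 0 against E7.5 WT. In KO1 it was -1.10, so delay may account for it. In KO2 it was 1.02, above 99.96% of random lists, which argues against delay to the E7.5 state alone. A stage younger than E7.5 WT in KO2 stays open, since lists that rise from E7.5 WT to E8.5 WT went different ways. In KO2 against E7.5 WT, cardiac genes had a median of 1.14, but Hox genes had -0.68 (percentile 0), with 12 genes lower and 0 higher past the threshold. Mesoderm markers had -0.10, with 5 lower and 0 higher. More extraembryonic ectoderm, which also expresses Eomes, was tested on 6 markers. They summed to 0.345 of the E7.5 WT level in KO2 but to 8.10 times the E8.5 WT level, while Eomes was 2.29 times E7.5 WT. Rhox6 and Rhox9 rose in KO2, with 376 and 252 reads against 90 and 22 in E7.5 WT. The other 4 markers, a subset picked after these values were seen, summed to 0.0613 of the E7.5 WT level. The planned test asked for markers above or not above WT and came out differently for each WT stage. Taken against E7.5 WT, the whole list argues against this tissue as the main source in KO2. If it brought all the Eomes reads of E7.5 WT, it could bring 15.1% of the Eomes level of KO2. That part, and the small rise in KO1, stay open.

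The list of interferon-stimulated genes rose by a median of 0.31 in KO1 against E8.5 WT, at percentile 81 of random lists, and by 0.93 in KO2 at percentile 96.91. With genes at their bound the median in KO1 was 0.00. Against E7.5 WT the medians were -0.94 in KO1 (percentile 0.73) and 0.25 in KO2 (percentile 51.23), and the list was 0.71 higher in E7.5 WT than in E8.5 WT. Developmental delay may thus account for the rise in KO1, the 1 KO library at or below 0, and it stays open in KO2. Natural killer markers were higher than in E8.5 WT in both libraries, but on few reads in KO1. There they summed to 28 reads, against 5 in E8.5 WT and 36 in E7.5 WT. Counting intervals against E8.5 WT lay above 0 for 1 of the 7 genes in KO1 and for 7 in KO2. Nkg7, Ncr1 and Ptprc of this list were under the count minimum, with 0 reads each in KO1 and 5, 1 and 8 in KO2. RNA from maternal immune cells thus stays open as well, with little evidence for it in KO1, and cannot be told apart from delay.

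KO2 lay farther from E8.5 WT than KO1. Library depth does not account for this, since the ratio of changed genes was 1.89 with all libraries thinned to the smallest total and 1.85 before. Among 4098 genes whose stage change was under 0.25, 208 changed in KO2 and 162 in KO1, a ratio of 1.28. This planned test of delay decides nothing, because the filter also leaves out markers of other candidate sources. The giant cell, natural killer and extraembryonic ectoderm lists had medians of 1.89, 1.53 and 4.15 in E7.5 WT against E8.5 WT. The part of delay in the distance thus stays open. Sex of the embryos was another candidate. Xist and the Y-linked genes gave KO2 the profile of female embryos and the other libraries that of males. X-linked genes made up 3.98% of the genes that differ between the KO libraries and 3.70% of all genes kept, so sex linkage does not account for most of them. An effect of sex on autosomal genes was not tested. Sex, morphological stage and giant cell RNA differ together between KO1 and KO2.

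Primitive erythroid genes were low in both KO libraries. Delay to the E7.5 state was first tested on Gata1 (-4.49 in KO1 and -3.90 in KO2 against E7.5 WT), and then on the summed list, which it would leave at the E7.5 WT level or above. The sum in KO1 was 12.6% of the E7.5 WT level (upper 95% limit 21.3%), in a library whose mesoderm markers were above E7.5 WT. In KO2 it was 29.5% (upper limit 40.5%). Most of the E7.5 WT reads of the list came from Alas2, with 133 of 169. Without Alas2 the sums were 36 reads in E7.5 WT, 10 in KO1 and 8 in KO2, or 39.3% (upper limit 80.9%) and 21.7% (upper limit 47.5%) of the E7.5 WT level. The list medians against E7.5 WT were -0.48 in KO1 (percentile 15.64) and -0.62 in KO2 (percentile 2.57), or -0.21 and -0.61 at the bound. The medians decide little, since 3 of the 6 genes had at most 1 read in E7.5 WT and could not fall. A condition on their percentiles, added once and dropped again after the values were seen, would have left delay undecided. The sums with and without Alas2 argue against delay to the E7.5 state as the only cause. A stage younger than E7.5 WT in KO2 stays open. Less yolk sac tissue was tested on visceral endoderm markers, whose median fell by 0.82 on average against E8.5 WT, far less than the erythroid genes, which argues against it as the only cause. Against E7.5 WT these markers summed to 59.0% in KO1 and 57.1% in KO2, above the upper limits of the erythroid sums, but in KO1 the upper limit without Alas2 was higher than this. In KO2 the erythroid sums with and without Alas2 (upper limits 40.5% and 47.5%) both lay below the 57.1% of these markers. There they argue against delay to the E7.5 state together with less yolk sac endoderm as the only cause. In KO1 the full sum lay below as well (upper limit 21.3%). The 10 reads without Alas2 cannot tell this combination from a further loss in KO1. These markers cover the endoderm of the yolk sac and not its blood islands, so a loss of that part, at dissection or in the embryo, may remain. Extraembryonic tissue or yolk sac was used for genotyping, and the amount taken per library is not known. An effect of the genotype on erythroid cells stays open as well, untested.

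Loss of miRNA-directed mRNA decay was tested on genes with sites for the miR-302/290 seed. The lowest percentile of their shift among all words was 1.22, in KO1 against E8.5 WT, where these genes went down by 0.03. In KO2 against E8.5 WT the percentile was 50.69, and against E7.5 WT the percentiles were 2.04 in KO1 and 11.53 in KO2. Genes with these sites were thus not raised at the mRNA level in whole embryos. The explanation was worded as loss of miRNA silencing before the result and narrowed to mRNA decay after it, since counts do not measure translation. Of the other 4 seed families examined, 3 shifted upward in each of the 4 comparisons. The percentiles were 82.83 to 93.83 for the miR-17 family, 64.6 to 95.7 for the miR-92 family and 65.8 to 89.39 for the miR-1 family. The limit of 95 was passed by the miR-92 family in KO1 against E7.5 WT alone. Genes with let-7 sites shifted downward in each comparison, at percentiles from 0.31 to 34.75. These families had no planned test, and a shift in 1 comparison among several decides nothing.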
